A study of Homo sapiens with 12 samples. Its data were reported in "Predictive modeling of signal-responsive cis-elements in human red blood cell precursors" (2026).

How the data were processed

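RNA-seq was examined in 12 libraries from HUDEP-2 cells, an immortalised human erythroid precursor line that depends on Kit receptor signalling. The labels place these libraries in 4 groups with 3 replicates per group. The groups combine a guide RNA, either a scrambled control (sgControl) or a guide that directs CRISPR interference to an element near EGR1 (sgEGR1), with a treatment, either PBS or stem cell factor (SCF), the ligand of Kit. Cells were starved for 5 h, and treatment with PBS alone or with 50 ng/mL of SCF then lasted 1 h. Every group came from the labels and none from measured values. The columns of the count table carry a guide code in place of the name sgEGR1, and this code was assigned to sgEGR1 because the labels hold no construct besides it and the scrambled control.

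The authors aligned paired-end reads to hg38 with HISAT and deposited estimated counts per gene made with StringTie. StringTie derives such counts from transcript coverage, and they were not scaled for depth or length. Replicates were not pooled, each of the 12 columns held 1 library, and 0 further columns of per-sample values were present. The annotation release and the treatment of multi-mapping reads were not stated. The study describes strand-specific libraries, but whether strand was used in counting was not stated, and the labels and the methods name different library kits. Counts of genes that overlap a neighbour on either strand, or share sequence with a paralog, are therefore uncertain. This is marked for genes with values of their own. It is not marked for each gene in the short lists of calls between genotypes or for the interaction. Estimated counts are rounded to whole numbers before testing. Here 0 deposited values were not whole, so rounding left all of them as they were.

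The table listed 54628 genes, of which 27654 had at least 1 count in any library. Library totals ranged from 23.5 to 32.04 megacounts. The filterByExpr function of edgeR kept 15492 genes, which held at least 99.9% of the counts of each library, and 37 genes of the mitochondrial genome stayed in. Expression is given as CPM, that is counts per megacount of library total, with totals scaled by TMM factors. A count of 3 was taken as the floor below which a gene counts as not detected. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.

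Differential expression was tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with 1 coefficient per group and all 12 libraries in the model, so that the groups shared one estimate of the spread. The median square root of the gene-wise dispersion was 0.104. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, with no minimum fold change. Each SE printed beside an edgeR log2 fold change was derived, as the absolute change divided by the square root of its F statistic. The comparisons were SCF against PBS in sgControl cells, SCF against PBS in sgEGR1 cells, sgEGR1 against sgControl after PBS, sgEGR1 against sgControl after SCF, and the interaction, which is the SCF response in sgEGR1 cells minus that in sgControl cells. The interaction was also tested among genes with an average SCF response over both genotypes, since that choice does not favour genes with a difference. Whether the replicate numbers pair the libraries was checked per comparison from the correlation of residuals between same-numbered libraries. Between genotypes these correlations were 0.232, 0.103 and 0.119 after PBS and 0.269, 0.102 and 0.126 after SCF for replicates 1, 2 and 3. All exceed 0.1, so a fit with the replicate number as a block, which called 2 genes in each of these comparisons, is given beside the genotype results wherever it changed a call. The labels give only the numbers and no shared day or batch. A median signed response difference was tested by permuting genotype labels within each treatment. The study used DESeq2 for its own calls, and DESeq2 1.42.0 served here as an alternative. The code was tested on simulated counts in which 200 genes changed 2-fold in every library of the changed groups, with no shift of replicate 1. For the SCF response, edgeR recovered 163 of the 200 genes (81.5%) with 12 false calls among 15176 genes, and for the interaction it recovered 143 (71.5%) with 6 false calls among 15160 genes. DESeq2 recovered 171 and 156 genes, with 45 and 22 false calls. With no gene changed, edgeR made 1 and 0 calls and DESeq2 made 5 and 5 calls among 15190 genes.

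The following choices were made before the data were examined. EGR1 and a list of 18 genes named in the study were to be reported whatever they showed. Each tested gene of the list is given by value for the SCF responses, and between genotypes mostly by counts of calls. In each comparison of a pair of groups, the genes named were the 5 with the highest and the 3 with the lowest log2 fold change among called genes with an average of at least 2 CPM and no overlap of CPM between the groups. For the interaction, up to 4 called genes per direction were to be named. Gene lists for immediate early genes, ERK feedback genes, AP-1 family genes, erythroid GATA target genes and p53 target genes were tested with camera from limma 3.58.1 at a preset inter-gene correlation of 0.01, with fry and an estimated correlation as checks, and p-values were adjusted over all 20 set tests. Alternatives covered normalisation, the low-count filter, mitochondrial genes, DESeq2, the replicate number as a block, a 1.5-fold minimum, an adjusted p under 0.01, a prior count of 0.25 in place of 2, only the 2 groups compared, and each replicate left out in turn. After the data had been seen, a batch term for replicate 1, a fit to replicates 2 and 3 only, the batch term with each library left out in turn, and counts thinned to the smallest library were added. Gene positions were taken from GENCODE v44 on GRCh38. Plots were drawn with matplotlib 3.10.9.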

Results

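RNA-seq profiles of HUDEP-2 erythroid precursor cells were compared across 4 groups of 3 libraries each, which combined a scrambled control guide (sgControl) or a guide for CRISPR interference near EGR1 (sgEGR1) with 1 h of PBS or SCF. Total counts, in megacounts (M), averaged 26.5 ± 0.763 M (SD, n = 3) in sgControl PBS, 30.9 ± 0.799 M in sgControl SCF, 26.5 ± 2.84 M in sgEGR1 PBS and 29.8 ± 1.96 M in sgEGR1 SCF. Mitochondrial genes took 8.23% to 10.7% of the counts of a library, and the 10 most abundant genes took 9.47% to 11.03%. No pair of replicates agreed within sampling noise, so every library was kept as a separate replicate.

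Replicate 1 of every group stood apart from replicates 2 and 3. On the first principal component of log2 CPM, which held 17.6% of the variance, the replicate 1 libraries scored between -35.3 and -21.7 and all others between 6.85 and 23.7. The third component, with 10.4% of the variance, parted the genotypes, with sgControl libraries between 10.5 and 18.3. There the library labelled sgEGR1 SCF replicate 3 scored 4, and the other sgEGR1 libraries scored between -33.2 and -5.45. In a model with 1 coefficient per group and a term for replicate 1, edgeR called 4116 of 15492 genes as different between replicate 1 and the other replicates, 2034 of them higher and 2082 lower in replicate 1. FOS, which was chosen after its values were seen, averaged 81.3 CPM in the replicate 1 libraries and 9.15 CPM in the others, a fitted difference of 7.77-fold (edgeR adjusted p 1.03e-07). The labels give no batch. Because every group holds 1 library of each replicate number, counts of calls are given below without a batch term, with one, and from replicates 2 and 3 only.

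**Figure D1:**
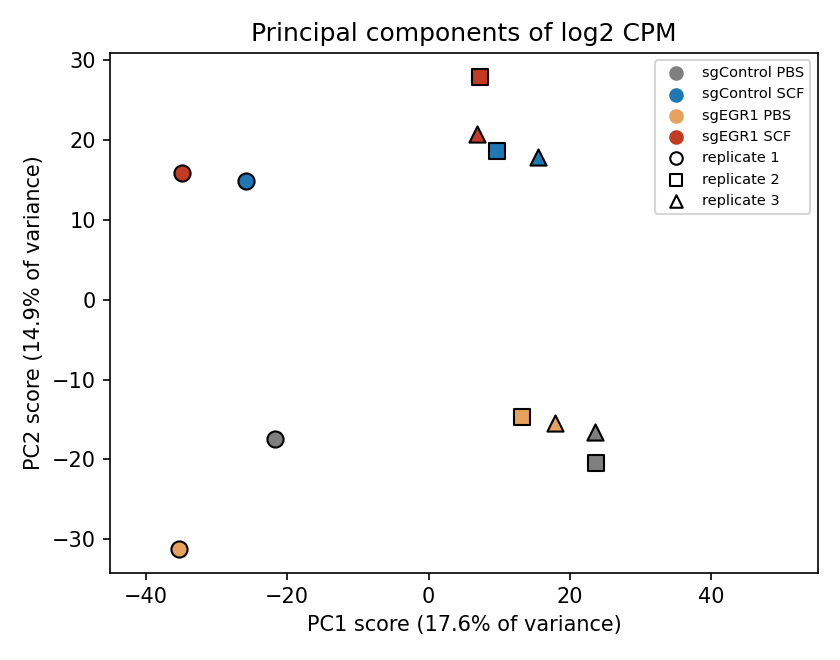
Principal component scores of the 12 libraries from log2 CPM, with PC1 (17.6% of the variance) on the horizontal and PC2 (14.9%) on the vertical axis; colours mark groups and shapes mark replicate numbers. The 4 replicate 1 libraries lie on the left, between -35.3 and -21.7 on PC1, and SCF and PBS libraries separate on PC2.

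EGR1 (chromosome 5, positions 138465479 to 138469303 on the plus strand of GRCh38) is the gene whose expression the sgEGR1 guide was meant to reduce, and it was examined first in every library because it checks the labels. In sgControl cells EGR1 averaged 8.10 ± 2.51 CPM (SD, n = 3) after PBS and 206 ± 34.0 CPM after SCF. In sgEGR1 cells after PBS it averaged 1.38 ± 0.580 CPM, with 2.04, 1.12 and 0.977 CPM in replicates 1, 2 and 3, all below the lowest sgControl PBS library at 5.99 CPM. After SCF, the libraries labelled sgEGR1 held 40.4, 57.4 and 203.6 CPM in replicates 1, 2 and 3 (mean 100.5 ± 89.7 CPM). The library labelled sgEGR1 SCF replicate 3 thus lay within the range of the sgControl SCF libraries, from 171 to 239.5 CPM, at 98.8% of their mean, and it goes against its label. Every direction drawn below from the sgEGR1 SCF group includes this library unless stated. Without it, the mean of sgEGR1 SCF was 48.9 CPM, which is 4.22-fold below the mean of sgControl SCF, against 2.05-fold with it.

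**Figure D2:**
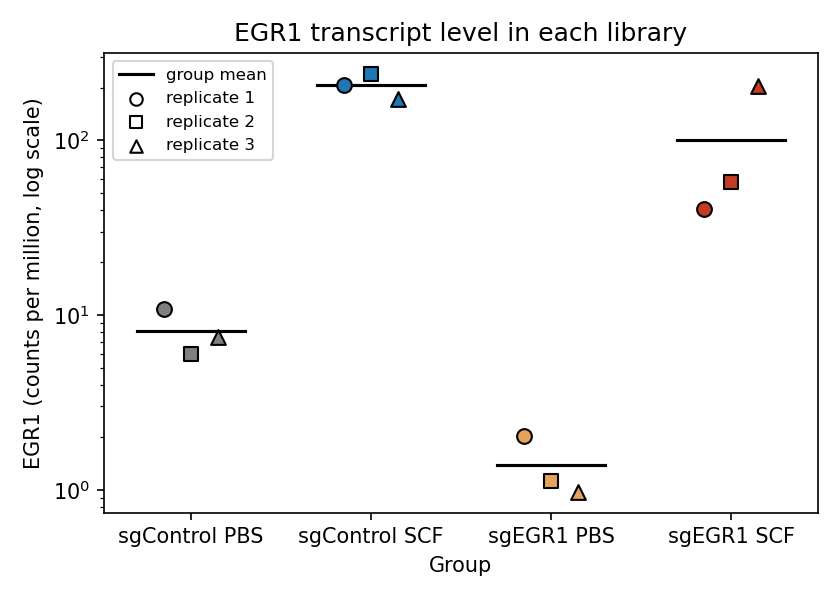
EGR1 counts per M (vertical axis, log scale) in each of the 12 libraries by group, with points for replicates and a horizontal line for the mean of 3 libraries. The library labelled sgEGR1 SCF replicate 3 sits at 203.6 CPM, among the sgControl SCF libraries, and the other sgEGR1 SCF libraries sit at 40.4 and 57.4 CPM.

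EGR1 rose after SCF in both genotypes. The edgeR log2 fold change was 4.66 (SE 0.553, adjusted p 0.000834) in sgControl cells and 6.22 (SE 0.689, adjusted p 0.000522) in sgEGR1 cells. Between genotypes, EGR1 differed by a log2 fold change of -2.59 after PBS (SE 0.801, edgeR p 0.00721, adjusted p 0.999) and of -1.03 after SCF (SE 0.45, p 0.0406, adjusted p 1), so neither difference passed adjustment over all genes. The interaction for EGR1 was 1.56 on the log2 scale (SE 0.949, edgeR p 0.127). Exact two-sided permutation tests on log2 CPM gave p 0.1 for both SCF responses and for the difference after PBS, the smallest value that 3 against 3 libraries allow, and p 0.2 for the difference after SCF. Without the library labelled sgEGR1 SCF replicate 3, the edgeR difference after SCF was -2.08 on the log2 scale (adjusted p 0.0197, range over the 15 alternatives 0.0197 to 1). With DESeq2 in place of edgeR, the difference after PBS was called (adjusted p 0.0381, range over the 15 alternatives 0.0381 to 1). With the batch term and without the library labelled sgEGR1 SCF replicate 3, edgeR called EGR1 in both comparisons, at -2.59 after PBS (adjusted p 0.016) and -2.08 after SCF (adjusted p 0.00115). The other 11 fits that left out 1 library with the batch term gave 0.289 to 0.718 after PBS and 0.717 to 0.999 after SCF. The interaction for EGR1 was 0.517 on the log2 scale in the batch-term fit without the library labelled sgEGR1 SCF replicate 3. It was 0.995 to 2.01 in the other 11 fits.

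The first comparison asked which transcripts Kit activation changes within 1 h in control cells. Of 15492 genes tested, edgeR called 448 between SCF and PBS in sgControl cells, 328 higher and 120 lower after SCF, and 2222 genes had an unadjusted p under 0.05. By ratio, the alternative that moved this count most was a minimum change of 1.5-fold, which left 115 of the 448 genes. The batch term for replicate 1 gave 1289 genes (818 higher, 471 lower) and kept all 448. Replicates 2 and 3 only gave 575 genes, which included 348 of the 448. Leaving out sgControl PBS replicate 1, 2 or 3 gave 362, 221 and 204 genes, and leaving out sgControl SCF replicate 1, 2 or 3 gave 249, 254 and 244.

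After EGR1, the genes with the highest log2 fold change under the naming rule in sgControl cells were FOSL1, FOSB, DUSP6 and EGR2. FOSL1 (chromosome 11, 65892049 to 65900573) rose from 2.24 ± 0.239 to 15.6 ± 0.353 CPM (SD, n = 3), a log2 fold change of 2.80 (SE 0.13, edgeR adjusted p 9.57e-07). FOSB (chromosome 19, 45467995 to 45475179) rose from 8.96 ± 3.99 to 61.6 ± 13.8 CPM, a log2 fold change of 2.77 (SE 0.343, edgeR adjusted p 0.00108). DUSP6 (chromosome 12, 89347235 to 89352501) and EGR2 (chromosome 10, 62811996 to 62819167) rose by 2.39 (SE 0.186) and 2.29 (SE 0.218) on the log2 scale, with edgeR adjusted p 7.25e-05 and 0.000196. An annotated gene on the opposite strand overlaps exons of DUSP6 and one on the same strand overlaps exons of EGR2, so reads at these genes may be shared. The lowest log2 fold changes were those of FGF14 (chromosome 13, 101710804 to 102402457), PNRC1 (chromosome 6, 89080751 to 89085160) and PDK4 (chromosome 7, 95583499 to 95596516), at -1.49, -1.40 and -1.26 (edgeR adjusted p 0.041, 1.3e-05 and 0.00153). PNRC1 fell from 91.9 ± 1.96 to 34.8 ± 3.63 CPM. FGF14, which also overlaps other annotated genes, lost its call in 5 of the 6 fits that left out 1 sgControl library and in the fit to replicates 2 and 3 only (adjusted p 0.00116 to 0.158 over 15 alternatives), and the other 7 genes named here were called under all 15 alternatives.

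The same contrast was made in sgEGR1 cells, where EGR1 induction was meant to be reduced. There edgeR called 402 genes, 280 higher and 122 lower after SCF, and 2328 genes had an unadjusted p under 0.05. The batch term for replicate 1 gave 1326 genes (781 higher, 545 lower) and kept all 402, and replicates 2 and 3 only gave 715 genes, 342 of them among the 402. Leaving out sgEGR1 PBS replicate 1, 2 or 3 gave 362, 180 and 183 genes, and leaving out sgEGR1 SCF replicate 1, 2 or 3 gave 256, 191 and 211. At least 1.5-fold changes were found for 118 of the 402 genes. The rule named EGR1, FOSB, FOSL1 and EGR2 again, with log2 fold changes of 6.22, 3.30, 3.09 and 2.50 (edgeR adjusted p 0.000522, 0.000468, 2.92e-07 and 0.000117). It also named INO80B-WBP1 (chromosome 2, 74455088 to 74460884), a readthrough gene with exons shared with INO80B and WBP1 whose counts are uncertain. INO80B-WBP1 had 0 counts in all 3 sgEGR1 PBS libraries and averaged 4.06 ± 0.0532 CPM after SCF, at least 31.8-fold higher against a floor of 3 counts (edgeR adjusted p 0.0118). It also had 0 counts in sgControl PBS replicate 2. The genes named for the lowest log2 fold change were PDK4, PNRC1 and OTUD1 (chromosome 10, 23439075 to 23442377), at -1.49, -1.36 and -1.34 (edgeR adjusted p 0.000522, 1.8e-05 and 0.000243).

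Of the 448 genes called in sgControl cells, 270 (60.3%) were also called in sgEGR1 cells in the same direction, and 0 were called in the opposite direction. Calls in sgControl cells only numbered 178, calls in sgEGR1 cells only numbered 132, and 580 genes were called in either. Across these 580 genes the log2 fold changes of the responses had Pearson's r 0.642 and Spearman's rho 0.900. These are correlations across genes, which are not independent replicates, and the responses share no libraries.

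**Figure D3:**
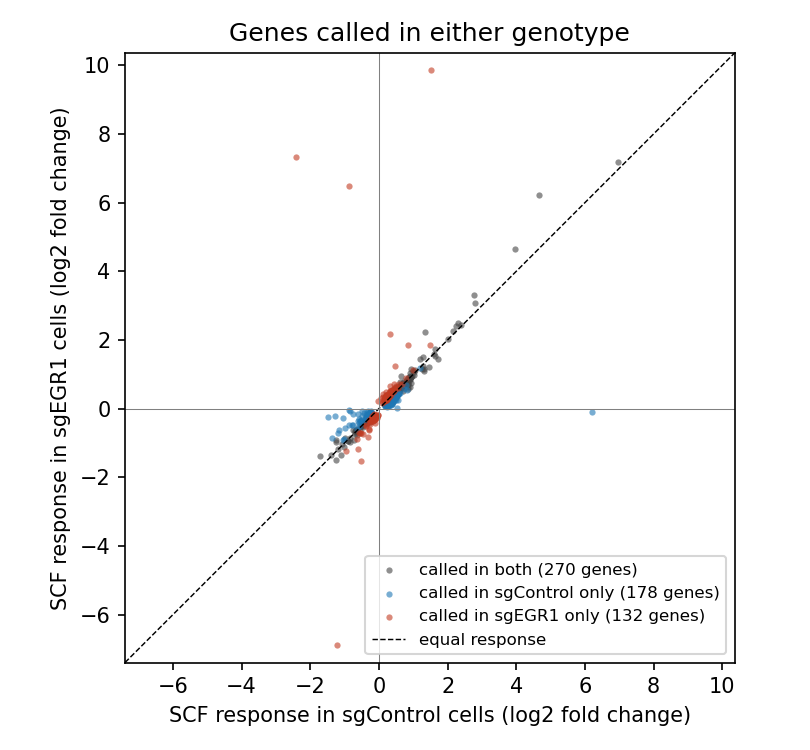
Log2 fold change after SCF in sgControl cells (horizontal axis) and in sgEGR1 cells (vertical axis) for the 580 genes called in either genotype, with a dashed line where the responses are equal. All 270 genes called in both changed in the same direction, as did 177 of the 178 genes called in sgControl cells only, and 132 genes were called in sgEGR1 cells only.

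The study divided Kit-regulated transcripts into EGR1-sensitive and EGR1-insensitive ones, and its main text does not state the rule used. Counted here were the SCF-regulated genes of sgControl cells that were not called in sgEGR1 cells, which may differ from that rule. These were 178 of 448 genes (39.7%), 122 higher and 56 lower after SCF. With the batch term they numbered 495, and with replicates 2 and 3 only, 238. Leaving out sgControl PBS replicate 2 or 3 gave 50 and 46 genes, leaving out sgControl SCF replicate 1, 2 or 3 gave 54, 73 and 55, and the other 7 fits that left out 1 library gave between 125 and 223. Of the 178 genes, 177 had the same sign in sgEGR1 cells, and 148 had an unadjusted p under 0.05 there in the same direction. The difference itself had an unadjusted interaction p under 0.05 in 22 of them (12.4%).

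The interaction tested directly whether the response differed between genotypes. Over 15492 genes edgeR called 0, and 306 had an unadjusted p under 0.05. A calibrated test with no true difference would put about 0.05 of the genes there, which is more than 306. This fit may thus be conservative, and its 0 calls do not show equal responses. Among the 1399 genes with an average SCF response over both genotypes (865 higher, 534 lower), edgeR again called 0, and 38 had an unadjusted p under 0.05. The batch term gave 0 for both. Replicates 2 and 3 only gave 2 genes over all genes, CARS1 and MIR600HG, and 4 among the genes with an average response, the same genes with PGBD3 and ABCA5. DESeq2 called 4 genes over all genes, EEF1E1-BLOC1S5, ATF6B, RNA45SN4 and SYNGR4. Leaving out sgControl PBS replicate 2 gave 2 genes, EEF1E1-BLOC1S5 and INO80B-WBP1, and leaving out the library labelled sgEGR1 SCF replicate 3 gave 2, BZW1-AS1 and TCAF1P1. Among genes with an average response, leaving out sgControl PBS replicate 1 or 2 or sgControl SCF replicate 2 gave 1 gene each (ABCA5, INO80B-WBP1 and IFI27L1). Leaving out sgEGR1 PBS replicate 2 gave 3 there (FAM83E, ADAMTS7P3 and NBPF20), and leaving out the library labelled sgEGR1 SCF replicate 3 gave 4 (BZW1-AS1, ADAMTS7P3, TCAF1P1 and SYNGR4). The genes in these short lists were named after their values were seen. Overlaps and paralogs are not marked in the lists, so the counts of their genes may be uncertain. The median signed response difference over the 1399 genes was 0.000584 on the log2 scale, where positive values are larger responses in sgEGR1 cells (exact two-sided permutation p 0.93 over 400 arrangements of the labels).

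Direct comparisons of the genotypes asked what the interference changed without and with SCF. After PBS edgeR called 0 genes, with 715 at an unadjusted p under 0.05, and after SCF it called 0 genes, with 361. Both are below the 0.05 of genes that a calibrated test gives with no true difference. With the replicate number as a block, edgeR called 2 genes after PBS (ITGB4 and ATP1B2, 1585 genes at an unadjusted p under 0.05) and 2 after SCF (SYS1-DBNDD2 and RNA45SN4, 875 genes). These 1585 and 875 genes lie above that share, so the fit without a block may be conservative. With the batch term, 4 genes were called after PBS (HSPG2, ADAMTS7P3, ITGB4 and ATP1B2) and 2 after SCF (SYS1-DBNDD2 and RNA45SN4). SYS1-DBNDD2 had 356, 0 and 0 counts in sgControl SCF replicates 1, 2 and 3 and 0 in every sgEGR1 SCF library. Its calls after SCF therefore rest on sgControl SCF replicate 1, and the batch-term fit without that library called 0 genes after SCF. Replicates 2 and 3 only gave 3 genes after PBS (PKM, MIR600HG and ABCA5) and 2 after SCF (PKM and CARS1). DESeq2 called 20 genes after PBS (9 higher, 11 lower) and 5 after SCF (RNA28SN2, FMC1-LUC7L2, IFI27L1, CAP1 and RNA45SN4). Without the library labelled sgEGR1 SCF replicate 3, edgeR called 2 genes after SCF, EGR1 and BZW1-AS1, and without sgControl SCF replicate 2 it called IFI27L1. After PBS it called ABCA5 without sgControl PBS replicate 1 and INO80B-WBP1 without sgControl PBS replicate 2. Leaving out the library labelled sgEGR1 SCF replicate 3 also gave 1 gene after PBS, lower in sgEGR1 cells, which is not named here. All genes in these short lists but EGR1 were named after their values were seen. Here too overlaps and paralogs are not marked, so the counts of the listed genes may be uncertain. Fitting the batch term without the library labelled sgEGR1 SCF replicate 3 gave 41 genes after SCF (14 higher, 27 lower). The same fit gave 54 genes after PBS (23 higher, 31 lower), although that library is in neither group of the PBS comparison. The 2 lists had 20 genes in common, all with the same direction. With the batch term and all libraries, HSPG2, ADAMTS7P3, ITGB4 and ATP1B2 differed after PBS by 0.375, 7.2, 0.485 and -0.315 on the log2 scale. Without that library they differed by 0.375, 7.19, 0.484 and -0.315. The groups share one estimate of the spread, so leaving out that library can lower it for the PBS comparison too. The other 11 fits that left out 1 library with the batch term gave between 0 and 4 genes after SCF and between 0 and 9 after PBS.

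Of the 18 genes named in the study, 17 passed the filter. KLF17 did not, with at most 12 counts in any library. For SCF in sgControl cells, 6 of the 17 were called over all genes and 13 adjusted over the list alone. For SCF in sgEGR1 cells these counts were 5 and 9. The batch term also called NAB2, SPRED1, BCL11A, FOSL2, VEGFA and CDK8 over all genes in sgControl cells (edgeR adjusted p 0.000254 to 0.046). In sgEGR1 cells it also called SPRED1, BCL11A, FOSL2, VEGFA, E2F3, CDK8 and ZBTB7A (0.000116 to 0.0484). Replicates 2 and 3 only also called FOSL2 and VEGFA in sgControl cells (0.01 and 0.014) and VEGFA in sgEGR1 cells (0.00418). The list draws on genes that the study chose partly from these libraries, so the counts adjusted over the list alone are not independent evidence. For the difference after PBS, the difference after SCF and the interaction, 0 of the 17 were called over all genes and 0 adjusted over the list alone, with 3, 2 and 0 genes at an unadjusted p under 0.05. Among the called genes, DUSP5 and GATA2 rose in sgControl cells by 1.35 and 1.30 on the log2 scale (edgeR adjusted p 0.0312 and 0.00705), and in sgEGR1 cells by 2.24 and 1.15 (edgeR adjusted p 0.00245 and 0.0147). GATA2 has an annotated gene on the opposite strand, so its counts are uncertain. DUSP5 lost its call in sgControl cells in all 6 fits that left out 1 sgControl library (adjusted p 0.0118 to 0.126 over 15 alternatives). GATA2 lost its call in sgEGR1 cells in 3 of the 6 fits that left out 1 sgEGR1 library (0.0795 at most). ZNF267 rose by 0.43 in sgControl cells (edgeR adjusted p 0.00868) and by 0.38 in sgEGR1 cells (0.0187, not called in 4 of the 6 fits that left out 1 sgEGR1 library). E2F3 rose by 0.34 in sgControl cells (edgeR adjusted p 0.0179, not called in 3 of the 6 fits that left out 1 sgControl library). In sgEGR1 cells E2F3 changed by 0.23 (edgeR adjusted p 0.109).

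Several genes of that list did not pass the threshold in edgeR with all libraries and no batch term. In sgControl cells FOSL2, VEGFA, ZBTB7A and SMNDC1 changed by 0.67, 0.41, 0.22 and 0.11 (edgeR adjusted p 0.0968, 0.142, 0.27 and 0.536). BCL11A and CDK8 changed by -0.39 and -0.12 (0.253 and 0.448). In sgEGR1 cells the same genes changed by 0.42, 0.48, 0.28, 0.03, -0.31 and -0.12 (edgeR adjusted p 0.0888 to 0.918). VEGFA overlaps an annotated gene on the opposite strand, so its counts are uncertain. SPRED1 changed by 0.95 in sgControl cells (edgeR adjusted p 0.0517) and was called under 6 of 15 alternatives (adjusted p 0.00919 to 0.173), among them DESeq2 (0.00919), the batch term (0.0124), at least 10 counts in every sample (0.0418), total counts only (0.0476) and the fit without sgControl SCF replicate 2 (0.0432). In sgEGR1 cells SPRED1 changed by 0.72 (edgeR adjusted p 0.144) and was called under 1 of 15 alternatives, the batch term (0.0452). The interaction for SPRED1 was -0.23 (edgeR p 0.494). SPRED2 changed by 0.48 in sgControl cells (edgeR adjusted p 0.248) and by 0.16 in sgEGR1 cells (adjusted p 0.791). It was called under 0 of 15 alternatives in either. After SCF, SPRED2 averaged 22.8 ± 7.82 CPM in sgControl and 19.8 ± 2.98 CPM in sgEGR1 libraries (SD, n = 3). STAT6 and NEMP1 changed by 0.02 and 0.04 in sgControl cells (edgeR adjusted p 0.916 and 0.877). In sgEGR1 cells they changed by -0.06 and 0.09 (0.605 and 0.557). STAT6 overlaps annotated genes on the opposite strand, so its counts are uncertain. NAB2, whose exons overlap STAT6 on the opposite strand, changed by 0.93 in sgControl cells (edgeR adjusted p 0.077) and by 0.54 in sgEGR1 cells (adjusted p 0.352). In sgControl cells NAB2 was called under 3 of 15 alternatives (adjusted p 0.00438 to 0.249), among them DESeq2 (0.00438) and the batch term (0.0296), and in sgEGR1 cells under 0 of 15. After SCF, NAB2 held 19.7, 17.4 and 35.25 CPM in sgEGR1 replicates 1, 2 and 3, against 29.7 to 53.6 CPM in sgControl, so that the library labelled sgEGR1 SCF replicate 3 again lay within the sgControl range. With the batch term and without that library, NAB2 differed between genotypes after SCF by -1.10 on the log2 scale (edgeR adjusted p 0.0133, against 0.71 to 0.999 in the other 11 fits that left out 1 library with the batch term). Besides EGR1, that fit also called FOSL2 of this list, which was higher in sgEGR1 cells after PBS by 0.41 on the log2 scale (edgeR adjusted p 0.0313), against 0.40 (adjusted p 0.999) with all libraries and no batch term.

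Gene sets written before the data were examined were tested with camera in 4 comparisons. The immediate early list holds EGR1, the targeted gene, and no set was tested without it. EGR1 had 1.56 on the log2 scale for the interaction, where the median of this list was 0.16. After SCF in sgControl cells, immediate early genes rose by a mean of 1.12 on the log2 scale (22 of 30 genes higher, camera adjusted p 7.35e-43). ERK feedback genes rose by 0.81 (11 of 13 genes higher, camera adjusted p 1.53e-13) and AP-1 family genes by 0.82 (11 of 14 genes higher, camera adjusted p 2.22e-19). These 3 calls held under fry (adjusted p 0.000637, 0.000522 and 0.00128) and under an estimated correlation (adjusted p 0.00441, 0.00441 and 0.0068). Erythroid GATA target genes had a mean of -0.09 (8 of 31 genes higher, camera adjusted p 0.00564), which did not hold under fry (adjusted p 0.311) or an estimated correlation (adjusted p 0.69), nor without sgControl PBS replicate 3 (camera adjusted p 0.0536) or sgControl SCF replicate 1 (0.145). p53 target genes were not called (camera adjusted p 0.6, 12 of 23 genes higher). For the interaction, immediate early genes had a mean of 0.24 (26 of 30 genes higher, camera adjusted p 0.0038), a larger response in the libraries labelled sgEGR1, and this call did not hold under fry (adjusted p 0.887) or an estimated correlation (adjusted p 0.807). The call was also lost without sgControl PBS replicate 1 (0.241), sgControl SCF replicate 3 (0.248), sgEGR1 PBS replicate 2 (0.167) or sgEGR1 PBS replicate 3 (0.14). The remaining 4 sets were not called for the interaction (camera adjusted p 0.22 to 0.919). Between genotypes, 0 of the 5 sets were called after PBS (camera adjusted p 0.052 to 0.919, with 1 set at an unadjusted p under 0.05) and 0 of the 5 after SCF (0.151 to 0.959, with 0 sets at an unadjusted p under 0.05).

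Several set calls between genotypes depended on single libraries. Immediate early genes had a mean of -0.19 on the log2 scale between genotypes after PBS (6 of 30 genes higher), and 12 of 21 alternatives called them (camera adjusted p 2.69e-06 to 0.887 over the alternatives). The targeted gene EGR1, at -2.59, is 1 of these genes, and the median of the set was -0.08. The replicate block gave 0.0108, the batch term gave 0.0102, and each of 7 libraries left out gave a call, from 2.69e-06 without sgEGR1 PBS replicate 1 to 0.0458 without sgControl SCF replicate 2. Erythroid GATA target genes were called after PBS without sgControl PBS replicate 2 (0.021) or 3 (0.0322). After SCF, the replicate block called immediate early genes (0.0462) and AP-1 family genes (0.0459), both higher in the libraries labelled sgEGR1, which include replicate 3. Immediate early genes were also called after SCF without sgControl SCF replicate 1 (0.00428), and AP-1 family genes without that library (0.014) or without the library labelled sgEGR1 SCF replicate 3 (0.0432). For the interaction, erythroid GATA target genes were called without sgControl PBS replicate 2 (0.0318) or sgControl SCF replicate 1 (0.00428), and AP-1 family genes without sgEGR1 PBS replicate 1 (0.0204).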

Values the study reported

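The study reported that CRISPR interference at the element near EGR1 lowered EGR1 transcript after Kit activation by 7.5-fold in quantitative PCR. In the same assay, the study reported that SPRED2 transcript was 3.2-fold lower after Kit activation in sgEGR1 cells than in sgControl cells. From RNA-seq of HUDEP-2 cells, the study counted 375 transcripts raised and 138 transcripts lowered by Kit activation. In SCF-treated cells with the sgEGR1 or scrambled guide, the study classed 127 Kit-regulated transcripts as EGR1-sensitive and 326 as EGR1-insensitive.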

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

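The counts of called genes, the set tests, the median signed response difference and 50 results of named genes were recomputed under alternatives chosen before the data were examined. Between genotypes these named genes were EGR1 and NAB2 only. The interaction of single genes and the counts adjusted over the study's list alone were not recomputed under them. A batch term for replicate 1, a fit to replicates 2 and 3 only, the batch term with each library left out and counts thinned to the smallest library were chosen after seeing the data. Unless stated, the cause of a change was not tested. The counts of genes are given in the order SCF in sgControl cells (448), SCF in sgEGR1 cells (402), sgEGR1 against sgControl after PBS (0), the same after SCF (0), the interaction (0), SCF-regulated genes of sgControl cells not called in sgEGR1 cells (178), and response differences among genes with an average SCF response (0).

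DESeq2 gave 759 (528 higher, 231 lower), 773 (470 higher, 303 lower), 20, 5, 4, 291 and 2 genes. On simulated counts DESeq2 also made more false calls than edgeR, 45 against 12 for the SCF response. Keeping only called genes with a fitted change of at least 1.5-fold left 115 and 118 genes for the SCF responses and 29 called in sgControl cells only. For genes with an average response the same minimum applied to the average response, so p-values were adjusted over fewer genes, and 3 genes were called (ADAMTS7P3, LOC105372261 and SYNGR4). An adjusted p under 0.01 left 153 and 153 genes for the SCF responses and 39 called in sgControl cells only. Fits with only the 2 groups compared gave 184 and 225 genes for the SCF responses, with 6 in place of 12 libraries to estimate the spread. Without a low-count filter, 1 gene was called after PBS (ADAMTS7P3) and 2 among genes with an average response (ADAMTS7P3 and SYNGR4). The batch term gave 1289 and 1326 genes for the SCF responses, 4 after PBS, 2 after SCF and 495 called in sgControl cells only. Replicates 2 and 3 only gave 715 genes for SCF in sgEGR1 cells, 3 after PBS, 2 after SCF, 2 for the interaction and 4 among genes with an average response.

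For the SCF responses the replicate numbers were not taken as pairs, because the residuals of same-numbered libraries correlated at 0.272, 0.00766 and 0.108 in sgControl cells and at 0.23, 0.0749 and 0.062 in sgEGR1 cells for replicates 1, 2 and 3. Libraries with different numbers correlated at -0.214 to 0.13 (36 pairs). With the replicate number as a block, edgeR called 1184 and 1235 genes for the SCF responses, 2 after PBS (ITGB4 and ATP1B2), 2 after SCF (SYS1-DBNDD2 and RNA45SN4) and 447 called in sgControl cells only. With this block, camera gave adjusted p 0.0108 for immediate early genes after PBS, 0.0462 after SCF and 0.0459 for AP-1 family genes after SCF. AP-1 family genes after PBS changed direction (adjusted p 0.783). Between genotypes the block changed no other set call, nor the call of EGR1 or NAB2.

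Leaving out each of the 12 libraries in turn without the batch term gave 204 to 457 and 180 to 431 genes for the SCF responses, 0 to 1 after PBS, 0 to 2 after SCF, 0 to 2 for the interaction, 46 to 223 called in sgControl cells only and 0 to 4 among genes with an average response. With the batch term the ranges were 657 to 1294, 715 to 1387, 0 to 54, 0 to 41, 0 to 2, 161 to 696 and 0 to 3. Where the library left out belonged to the comparison, the highest counts with the batch term were 943 and 997 for the SCF responses, 2 after PBS and 41 after SCF. The 54 and 41 genes came from the fit without the library labelled sgEGR1 SCF replicate 3. All counts of the SCF responses without a batch term fell when 1 library of the comparison was left out, and a smaller number of libraries lowers the power to call genes.

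The median signed response difference, 0.000584 with edgeR and all libraries, ran from -0.0217 to 0.0226 on the log2 scale when 1 library was left out. It was -0.00965 with total counts only and -0.00645 without a low-count filter. Over 21 alternatives its direction changed in 8, with exact permutation p from 0.111 to 0.99, so its sign is not settled.

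Among the set tests of camera, immediate early genes after PBS (adjusted p 0.052) passed the threshold with RLE size factors (0.0496), with at least 10 counts in every sample (0.0416), with the batch term (0.0102) and in replicates 2 and 3 only (0.000141). After SCF they passed with the batch term (0.0498) and in replicates 2 and 3 only (0.00174), as did AP-1 family genes with the batch term (0.0498) and erythroid GATA target genes in replicates 2 and 3 only (0.0231). For the interaction, AP-1 family genes passed in replicates 2 and 3 only (0.0215). With fry, erythroid GATA target genes after SCF in sgControl cells (adjusted p 0.311) and immediate early genes for the interaction (0.887) were no longer called. Directions changed for ERK feedback genes after PBS without a low-count filter (0.888), for AP-1 family genes after PBS with the batch term (0.76), and in replicates 2 and 3 only for AP-1 family genes (0.246) and erythroid GATA target genes (0.654) after PBS, ERK feedback genes after SCF (0.425) and ERK feedback genes for the interaction (0.937).

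Leaving out 1 library reversed further set directions, so that 33 set values changed direction over all alternatives. The most were 6 of 21 for erythroid GATA target genes between genotypes after SCF. AP-1 family genes after PBS and ERK feedback genes for the interaction reversed in 5 of 21 each. When 1 library was left out, the camera adjusted p for erythroid GATA target genes after SCF in sgControl cells ran from 1.72e-05 to 0.145. After PBS the ranges were 2.69e-06 to 0.704 for immediate early genes, 0.484 to 0.982 for ERK feedback genes, 0.126 to 0.982 for AP-1 family genes, 0.021 to 0.812 for erythroid GATA target genes and 0.28 to 0.966 for p53 target genes. After SCF they were 0.00428 to 0.837, 0.293 to 0.984, 0.014 to 0.94 and 0.0509 to 0.992 for the first 4 of these sets. For the interaction they were 1.27e-07 to 0.248, 0.45 to 0.997, 0.0204 to 0.982, 0.00428 to 0.837 and 0.429 to 0.982 for all 5. The log2 fold changes of STAT6 and NEMP1 after SCF in sgControl cells, which were near 0, ran from -0.00737 to 0.0682 and from -0.00188 to 0.0743.

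Immediate early, ERK feedback and AP-1 family genes after SCF in sgControl cells were called with the same direction under all 21 alternatives. For the named genes, 749 values under alternatives were compared for 50 results, of which 22 were weaker, 36 stronger and 3 reversed, in 22 of the results. With 3 libraries per group, edgeR recovered 71.5% of simulated 2-fold response differences, so smaller differences between genotypes can have been missed.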

Other observations

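For the patterns below, the tests of the SCF responses, of the genes not called in sgEGR1 cells, of library size, of GC content and gene length, of switching genes and of a library deposited under 2 names were set before their results were seen. The splits for the comparisons with 0 calls, the splits that balance replicate 1 or part the pairs, the genotype score with its 3 explanations and the gamma-globin test were chosen after results had been seen.

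The study's value for the loss of EGR1 transcript comes from another assay. Here the ratio of mean EGR1 CPM after SCF was 2.05-fold between sgControl and sgEGR1 libraries, with the library labelled sgEGR1 SCF replicate 3 included. That is lower than the value quoted from the study above. The ratio of mean SPRED2 CPM after SCF was 1.15-fold. That is lower than the value quoted from the study above.

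For comparisons of 2 groups, the labels were compared with every other even split of the same libraries. For the interaction and for genes with an average response, 100 splits by genotype within treatment were used, which are not all possible ones. For SCF in sgControl cells, 1 of 10 splits gave as many genes as the labels, which is the labelled split itself, and the next gave 30 genes. For SCF in sgEGR1 cells, 1 of 10 splits did so and the next gave 3 genes. With 10 splits no smaller share can be reached. For the genotype comparisons after PBS and after SCF, all 10 of 10 splits gave at least the observed 0 genes, and for the interaction and for response differences among genes with an average response all 100 of 100 splits did so. A count of 0 is reached by any split, so these numbers say nothing for or against a difference. With the replicate number as a block, the labelled split gave 2 genes after PBS and 2 after SCF, and the other 3 splits that part all same-numbered pairs gave 0 genes each after PBS and 0 or 1 after SCF. The remaining 6 of the 10 splits place same-numbered libraries on one side.

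The 178 genes called in sgControl cells only can arise from 2 lists with a threshold each, without any difference in response. Of 100 splits that exchange genotype labels within treatments, the labelled one included, 69 gave at least 178 such genes (median of the others 222, range 62 to 1360), and in 85 as large a share of the list as the observed 12.4% had an unadjusted interaction p under 0.05 (median of the others 19.0%). Many of these splits put the replicate 1 libraries of a treatment on one side, as did the split with 1360 genes, which put both replicate 1 PBS libraries on one side and both replicate 1 SCF libraries on the other. With the batch term the labelled split gave 495 genes. Among all 72 splits with 1 replicate 1 library on each side in both treatments, 23 gave at least 178 genes (median of the others 153, range 56 to 287), and 45 gave as large a share (median of the others 13.9%). A list of 178 genes is thus not unusual for labels exchanged in this way, and its size alone is not evidence that EGR1 controls these genes.

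A difference in library size does not account for the SCF response in sgControl cells, since 409 genes were still called after all libraries were thinned to the smallest, 379 of them among the 448.

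The library labelled sgEGR1 SCF replicate 3 had EGR1 at the sgControl level. A genotype score was built from 100 other genes that separated the PBS libraries, and it gave this library 0.0851, within the range of the sgControl SCF libraries (-0.15 to 0.779) and outside that of the other sgEGR1 SCF libraries (0.805 to 1.51). The upper end of the sgControl range comes from replicate 1, and the other sgControl SCF libraries scored -0.15 and -0.0293. A score trained without replicate 1 gave this library 0.597, above sgControl SCF replicates 2 and 3 (0.502 and 0.315) and below sgEGR1 SCF replicate 2 (0.99), while sgControl SCF replicate 1 scored 1.01, so that score separates the genotypes poorly in replicate 1. A sgControl sample under this label could explain both EGR1 and the score of 0.0851, but within replicates 2 and 3 both scores place the library slightly outside the sgControl libraries. A loss of interference at EGR1 alone does not explain the score, unless the culture had lost it long before, which was not tested. A mixed sample stays open. Within replicates 2 and 3, the score that gave 0.0851 placed the library at 80.5% of the way to sgControl, and EGR1 placed it at 98.8%. No such percent was computed for the score trained without replicate 1, where the library at 0.597 lay between sgControl SCF replicate 2 and sgEGR1 SCF replicate 2. A copy of another column under a second name is excluded. The smallest chi-square per degree of freedom against any other library was 4.31, where copies would give 0. Repeated sequencing of 1 library would give about 1 only if estimated counts varied like independent reads, so it is not excluded. That smallest value was against sgControl SCF replicate 2, and over all 66 pairs the values ran from 4.31 to 34.5. Pairs of replicates within a group gave 4.95 to 26.5. The library labelled sgEGR1 SCF replicate 3 gave 6.82 against sgEGR1 SCF replicate 2 and 10.6 against sgControl SCF replicate 3. The label was kept in every fit, and the sample was not moved to another group.

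Replicate 1 differed from the other replicates in 4116 genes. The number was 3908 after thinning to the smallest library, 4011 after removal of the trend over GC content and 4231 after removal of the trend over gene length, so none of these accounts for it. The last 2 compare with 4089 genes among the 14092 genes with known GC content and length. A separate day or batch of culture or sequencing was not tested, because the labels give none, and no biological explanation was tested.

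Some genes had 0 counts in a library and at least 30 in another library of the same group. There were 152 of them, and 47 had an overlapping tested gene of similar level. Only these 47 enter the correlation below. Among pairs of a switching gene and an overlapping gene, the median within-group correlation was -0.433 (62 pairs), against -0.00599 over 1057 pairs without a switching gene, and 0 of 10000 random draws reached -0.433. Reads assigned to an overlapping gene in some libraries could explain this correlation. Of the 31 different genes in lists of 5 or fewer calls between genotypes or for the interaction, 10 were switching genes. The rule needs at least 30 counts beside a 0 in 1 group, so others can still rest on libraries with few counts. ADAMTS7P3, at 7.2 on the log2 scale after PBS with the batch term, is not a switching gene. Nor is MIR600HG, at -7.17 after PBS in replicates 2 and 3 only. Calls from fits that left out a library of neither compared group are not in these lists. No biological explanation was tested.

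Gamma-globin transcripts, the sum of HBG1 and HBG2, were higher in sgEGR1 PBS than in sgControl PBS libraries (207.9 ± 64.7 against 67.9 ± 34.8 CPM, SD, n = 3, exact permutation p 0.1, the smallest possible). HBG1 is one of the switching genes, with 0 counts in sgControl PBS replicate 1, whose sum therefore lacks HBG1. Without that library the mean of sgControl PBS was 87.95 CPM. The lowest sgEGR1 PBS library lay 44.8 CPM above the highest sgControl PBS library, which is not replicate 1, so an exchange of reads between the paralogs does not account for it. Both genes also overlap other annotated genes on the same strand, among them HBE1 for HBG2, so their counts are uncertain, and reads shared with those genes were not tested. The library labelled sgEGR1 SCF replicate 3 held 103 CPM, against 146 and 228 CPM in the other sgEGR1 SCF libraries and 65.2 to 107 CPM in sgControl SCF. Reads shared with the overlapping genes, an effect of EGR1 loss and a difference between separately made cell pools could each produce the gap of 44.8 CPM, and these libraries do not tell them apart. In the fit with the batch term and without the library labelled sgEGR1 SCF replicate 3, edgeR called HBG2 in both comparisons. Its log2 difference was 1.27 after PBS (adjusted p 0.00509) and 1.0 after SCF (adjusted p 0.0215). HBG1 was in neither list of that fit. Both genes were picked after the genotype lists had been seen.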
